A study of Mus musculus with 4 samples. Its data were reported in "LaminA/C regulates epigenetic and chromatin architecture changes upon aging of hematopoietic stem cells" (2018).

How the data were processed

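H4K16ac ChIP-seq was performed in HSCs sorted from young mice, from aged mice and from aged mice with CASIN added in culture (5 µM), and an input sample served as control. All cells were kept in culture for 16 h. The 4 samples were grouped by the cell status or source given in their labels, and each of the 3 immunoprecipitated groups had 1 peak list. The input sample had no list of its own here and entered no comparison. As the paper's methods state, the immunoprecipitated DNA was amplified linearly (LinDA), reads were trimmed of the amplification sequence, aligned to mm10 with BWA, and cleared of duplicates and of reads with low mapping quality with SAMtools. Peaks were then called with HOMER in its histone style against the input. The names of the deposited lists say that replicates were merged and normalized to input. The methods do not describe the merging, and the number of replicates behind each list was not used here. Amplification from few cells and removal of duplicates both act on the depth, and the called peak number rises with depth, so that a difference in list length between groups is not free of it.

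Each deposited list gave chromosome, start, end, a name, a score and a strand for every peak. The score that the authors deposited was 1 for all 134487 peaks, and the score is the authors' own value. The reads per sample, fold enrichment and p-values of the peak caller were not used here, and the depth was therefore unknown. Starts were read as counted from 0, as in the BED format, and are printed counted from 1. Peaks on chromosome Y (1 in the young and 1 in the rejuvenated list) and on unplaced scaffolds (1 young, 1 aged and 3 rejuvenated) were left out, which kept chromosomes 1 to 19 and X. The order of the peaks in each file was not explained. It followed width, with Spearman's rho of file position against width of -0.787 in the young, -0.574 in the aged and -0.723 in the rejuvenated list, and was used as the only available rank.

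Overlap of at least 1 bp counted as shared. The observed number of overlapped peaks was compared with 1000 circular shifts of the other list within each chromosome (one-sided). Aged peaks shared with a single other list were compared by an exact McNemar test (two-sided). Overlapping peaks of the 3 lists were merged into regions, and peaks that touched without a shared base pair stayed apart. Regions per chromosome were compared with the expectation from chromosome length by a goodness of fit test with 10000 multinomial draws. Because neighbouring regions are not independent, a 95% interval of each ratio was also taken from 1000 bootstrap resamples of blocks of 5 Mb. The share of regions without an aged peak was compared between each chromosome and the rest by Fisher's exact test (two-sided), and p-values were adjusted by the Benjamini-Hochberg method over 20 chromosomes. Peaks were annotated at their centre as promoter (1000 bp upstream to 100 bp downstream of a transcription start), exon, intron or intergenic, in this order of priority, with the GENCODE vM21 basic annotation of GRCm38, the assembly that mm10 corresponds to. Shares have Wilson 95% confidence intervals, and lists were compared by Fisher's exact test with adjustment over 12 tests. For class-matched expectations the genome was cut into 500 bp windows, which were classed by GC content in steps of 2%, by 4 levels of soft-masked repeat content and by promoter position, and the 500 bp around each peak centre was compared with windows of its class. Peaks and protein-coding genes per base pair were correlated across the 19 autosomes with 100000 permutations (two-sided), and the p-values of 10 coefficients were adjusted together.

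The planned comparison of peak scores could not be made on a constant score. Width was used in its place, and the share of peaks wider than the smallest width was compared because most peaks had the smallest width. Genes named in the text were fixed before the data were examined as those that the study named with an H4K16ac peak together with Lmna and Cdc42. Of these, 5 genes are given (Hoxb4, Mllt6, Actb, Lmna and Cdc42), the others that the rule named are not reported here, and all counts over the named genes cover these 5 alone. The rule also named the 3 highest-scoring peaks of each list and the 5 regions with the highest young score among those with a young and a rejuvenated peak and no aged peak, and width replaced the score for both. For random sets of genes of similar length, 1 gene was drawn for each named gene from the 400 protein-coding genes next to it in order of length, 200 on each side.

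The alternatives set before the data were examined were an overlap of at least 50% of the shorter peak, autosomes only, merging of peaks up to 1000 bp apart, expectations from annotated gene number, covered base pairs in place of regions, a circular shift of the aged-peak labels, other promoter definitions and the gene body alone. Added after the data had been seen were the restriction to peaks wider than the smallest width, equal numbers of leading peaks (10611 from each list), expectations from protein-coding gene number and from windows of the same class, and all comparisons of width. The block intervals, the correlation with gene density, the random gene sets and the shifts of the aged list as a reference for width were also added then.

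The functions were tested on simulated lists. Of 9987 simulated peaks, 20.0% were given a partner and the overlap test found 20.2%. Of 100 pairs of independent lists with 10000 peaks each, 4 gave p at or under 0.05 by the shift test. For the chromosome distribution, a planted ratio of 1.91 on chromosome 11 among 9977 peaks was recovered as 1.87 (block interval 1.72 to 2.03). Of 200 sets of chromosome counts drawn without enrichment, 9 gave p at or under 0.05. These counts came from the same multinomial model as the test and held no clustering. The rate therefore does not show how the test behaves on clustered peaks. Lists drawn by GC content alone gave an overlap 2.70 times that of circular shifts but 1.01 times the class-matched expectation (0.944 to 1.07), over 29795 peaks. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.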

Results

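The mark measured was H4K16ac, an acetylated lysine on histone H4 that is found in open and transcribed chromatin. It was profiled by chromatin immunoprecipitation sequencing (ChIP-seq) in mouse hematopoietic stem cells (HSCs), the bone marrow cells from which blood is renewed. The series held 4 samples, namely HSCs from young mice, HSCs from aged mice, aged HSCs treated with CASIN (named rejuvenated), and an input sample of sonicated chromatin without immunoprecipitation. CASIN is a small molecule that inhibits the activity of the small GTPase Cdc42. It was applied at 5 µM, and all cells were incubated for 16 h before fixation. Each of the 3 immunoprecipitated groups was represented by 1 peak list, made from merged replicates according to the names of the deposited lists, and the input entered the lists as the control of the peak caller. There was therefore no spread between replicates, and the number of reads behind each list was unknown. The tests compare these lists and not mice, and confidence intervals cover counting error only.

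The first comparison asked how many places carried the mark in each group. On chromosomes 1 to 19 and X of the mm10 (GRCm38) genome, the young list held 56584 peaks, the aged list 10611 peaks and the rejuvenated list 67285 peaks. The young list was thus 5.33 times as long as the aged list, and the rejuvenated list was 6.34 times as long as the aged list and 1.19 times as long as the young list. The peaks covered 35.6 Mb in the young list, 5.66 Mb in the aged list and 41.0 Mb in the rejuvenated list. These lengths correspond to 1.35%, 0.215% and 1.56% of the chromosomes. The smallest width was 501 bp in every list and was also the median width. It was the width of 64.2% of young peaks, 84.8% of aged peaks and 67.9% of rejuvenated peaks. The mean width was 629 bp in the young list, 534 bp in the aged list and 609 bp in the rejuvenated list, and the widest peak measured 6100 bp, 2356 bp and 7657 bp in turn. When only peaks wider than the smallest width were counted, the gap grew, with 20229 young, 1611 aged and 21623 rejuvenated peaks. The deposited score was 1 for every peak of every list and gave no information on signal height. The length of a list is not a measure of signal. The study described its ChIP-seq signal as lower in aged than in young HSCs and as restored only to a very small degree by CASIN. The long rejuvenated list therefore does not show that the mark returned to or beyond the young level.

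**Figure D1:**
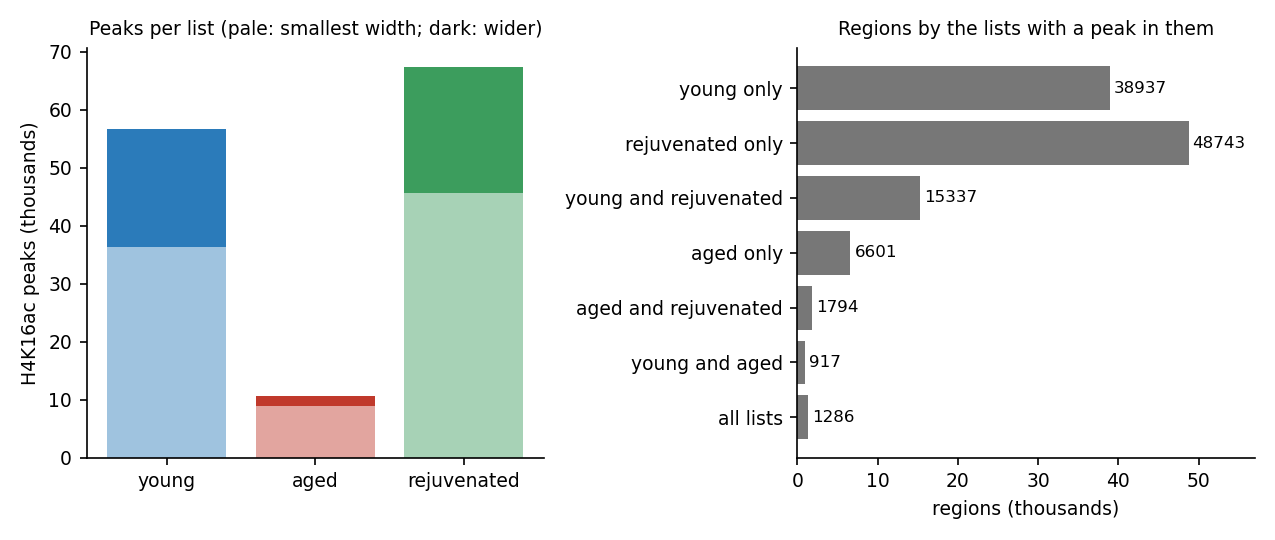
Left, number of H4K16ac peaks (in units of 1000) in the young, aged and rejuvenated lists, with peaks of the smallest width (501 bp) in pale and wider peaks in dark colour; right, number of merged regions (in units of 1000) by the lists that had a peak in them. The aged list held 10611 peaks against 56584 in the young and 67285 in the rejuvenated list, and most of the 113615 regions had a peak in a single list.

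Next, the positions of the peaks were compared between the lists, where an overlap of at least 1 bp counted as shared. A rejuvenated peak overlapped 29.5% of young peaks (16720 of 56584; Wilson 95% confidence interval 29.2 to 29.9%). An aged peak overlapped 3.77% of young peaks (3.62 to 3.93%) and 4.52% of rejuvenated peaks (4.37 to 4.68%). In the opposite direction, 20.1% of aged peaks overlapped a young peak (19.4 to 20.9%) and 28.8% overlapped a rejuvenated peak (27.9 to 29.6%), while 24.9% of rejuvenated peaks overlapped a young peak (24.6 to 25.2%). After random circular shifts of the other list within each chromosome, the mean share was between 0.485% and 3.42% across the 6 directions. The observed shares were 7.62 to 9.34 times the shifted ones, and none of 1000 shifts reached the observed share in any direction (circular-shift permutation test, one-sided, p = 0.001, the smallest that the shifts can give). Genome windows of the same GC content, repeat content and promoter position as the peaks were overlapped more often than the shifts gave. The observed shares, taken on the 500 bp around each peak centre, were 3.72 to 6.20 times those of the matched windows. In percentage points, the share that moved most with the processing was that of aged peaks overlapped by a rejuvenated peak, which fell to 9.41% when the same number of leading peaks (10611) was taken from each list in file order.

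**Figure D2:**
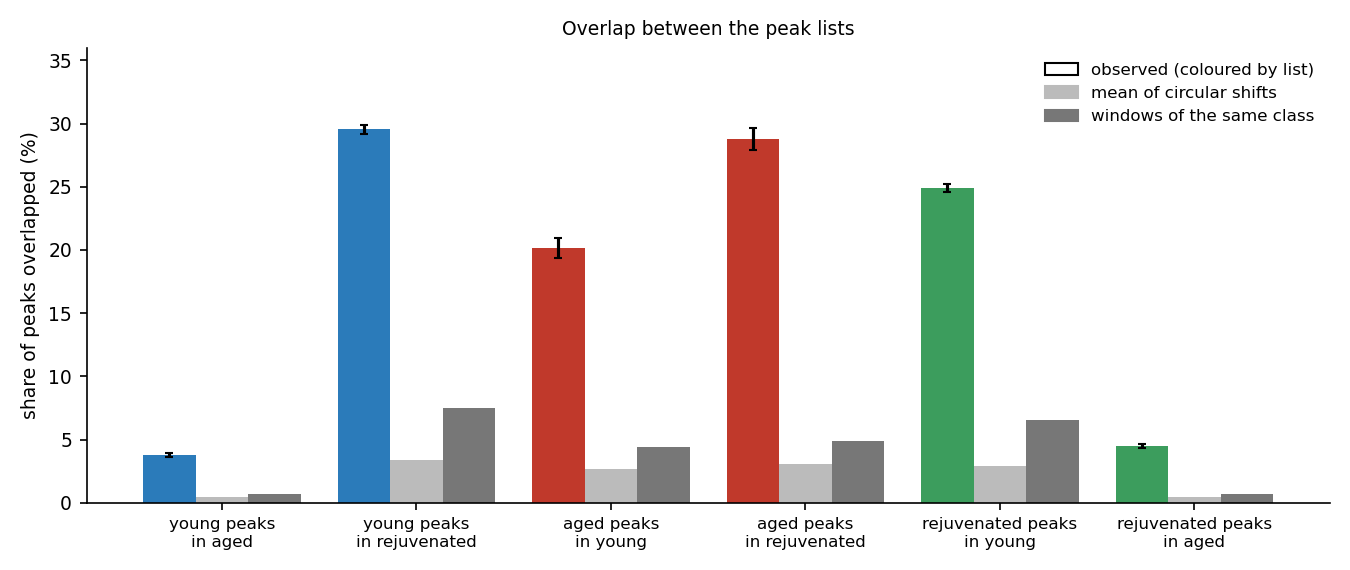
Share of the peaks of each list (%) that were overlapped by a peak of another list, with Wilson 95% confidence intervals (coloured bars), the mean after 1000 circular shifts of the other list (light grey), and the share for genome windows of the same GC, repeat and promoter class as the 500 bp around each peak centre (dark grey). In each of the 6 directions the observed share exceeded both references, by 7.62 to 9.34 times for the shifts.

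Whether the aged peaks resembled the young or the rejuvenated list more was tested over the aged peaks that were shared with a single other list. Of the 10611 aged peaks, 1180 overlapped a peak in both other lists, 957 overlapped a young peak alone and 1873 overlapped a rejuvenated peak alone. The rejuvenated list therefore held 66.2% of the singly shared peaks (Wilson 95% confidence interval 64.4 to 67.9%; exact McNemar test, two-sided, p = 1.8e-67). No overlap with either list was found for 6601 aged peaks, or 62.2%. The alternative that moved the share most was the restriction to peaks wider than the smallest width, where the rejuvenated list held 73.4% of the singly shared aged peaks (exact McNemar test, p = 6.3e-23).

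The study asked which sites were lost with age and regained after CASIN. Peaks of the 3 lists were merged where they overlapped, which gave 113615 regions. A peak was present in the rejuvenated list alone in 48743 regions (42.9%), in the young list alone in 38937 regions (34.3%) and in the aged list alone in 6601 regions (5.81%). Peaks of the young and the rejuvenated list without an aged peak occurred together in 15337 regions (13.5%). All lists had a peak in 1286 regions (1.13%), the aged and rejuvenated lists in 1794 regions and the young and aged lists in 917 regions. Of the 16623 regions with a young and a rejuvenated peak, 92.3% had no aged peak. An aged peak was thus present in 7.74% of these regions, against 2.30% of regions with a young but no rejuvenated peak and 3.55% of regions with a rejuvenated but no young peak. A region merged from several peaks spans more sequence and is more likely to meet an aged peak by chance. No reference by circular shifts was computed for these shares. With equal numbers of leading peaks, 1784 regions had a young and a rejuvenated peak and no aged peak, and 86.1% of the regions with both had no aged peak. Absence of a peak in the list of 10611 does not show that the mark was absent, since the depth behind that list is unknown.

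The width of a peak was the only measure of extent in the lists and was compared where regions were shared. Across the 16623 regions with a young and a rejuvenated peak, Spearman's rho of the peak widths was 0.253. It was 0.187 across 3080 regions shared by the aged and rejuvenated lists and 0.111 across 2203 regions shared by the young and aged lists. Regions are not independent replicates and no p-value was computed. The share of peaks wider than the smallest width was 50.4% among young peaks with an aged partner (Wilson 95% confidence interval 48.3 to 52.6%) and 35.2% among young peaks without (34.8 to 35.6%). In the rejuvenated list it was 54.8% with an aged partner (53.0 to 56.6%) and 31.1% without (30.7 to 31.4%). A wider peak is more likely to be overlapped by chance. After circular shifts of the aged list the difference was on average 7.00 percentage points in the young list (95% of 1000 shifts from 1.35 to 12.6) and 6.45 in the rejuvenated list (1.31 to 11.7). The observed 15.3 and 23.8 points exceeded these (permutation p = 0.003 and, as the smallest that the shifts can give, 0.001, one-sided). Requiring an overlap of at least 50% of the shorter peak moved the observed difference most, to 17.9 percentage points in the young list and 26.3 in the rejuvenated list. Equal numbers of leading peaks moved rho most, to 0.0125 for the young and aged lists and to 0.356 for the young and rejuvenated lists.

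The distribution of regions over the chromosomes was compared with that expected from chromosome length, since the study asked whether the mark was placed at random. The 113615 regions departed from this expectation (chi-square 8591, 19 degrees of freedom, goodness of fit by 10000 multinomial draws, p = 0.0001, the smallest that the draws can give). Chromosome 2 held the most regions, with 9122, followed by chromosomes 1 and 11. Relative to length, chromosome 11 had the highest ratio of observed to expected regions, with 7644 regions against 5266 expected and a ratio of 1.45 (95% block bootstrap interval 1.21 to 1.72 over blocks of 5 Mb). Chromosome X had the lowest ratio, with 688 regions against 7378 expected and a ratio of 0.0933 (0.0725 to 0.117). Neighbouring regions are not independent, and although 17 of the 20 chromosomes had an adjusted p-value under 0.05 by the draws (Benjamini-Hochberg over 20 chromosomes), the block interval excluded 1 for chromosomes 11 and X alone. The ratios were 1.16 for chromosome 2 (0.960 to 1.38) and 1.16 for chromosome 7 (0.927 to 1.41). Chromosome 11 also ranked first in each list, with ratios of 1.58 in the young list (1.27 to 1.93), 1.20 in the aged list (1.01 to 1.40) and 1.43 in the rejuvenated list (1.19 to 1.68). The expectation itself moved these ratios most. With the number of annotated genes per chromosome as the expectation, the ratio of chromosome 11 was 1.20 (1.00 to 1.43). With protein-coding genes alone it was 0.893 (0.745 to 1.06), and with windows of the same GC, repeat and promoter class it was 1.01 (0.846 to 1.20). These values are for all lists together. In the aged list the ratio was 0.991 (0.839 to 1.16) with annotated genes and 0.736 (0.623 to 0.861) with protein-coding genes. It was 1.31 and 0.970 in the young list, and 1.18 and 0.877 in the rejuvenated list. By class it was 1.02 in the young, 0.967 in the aged and 1.02 in the rejuvenated list.

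**Figure D3:**
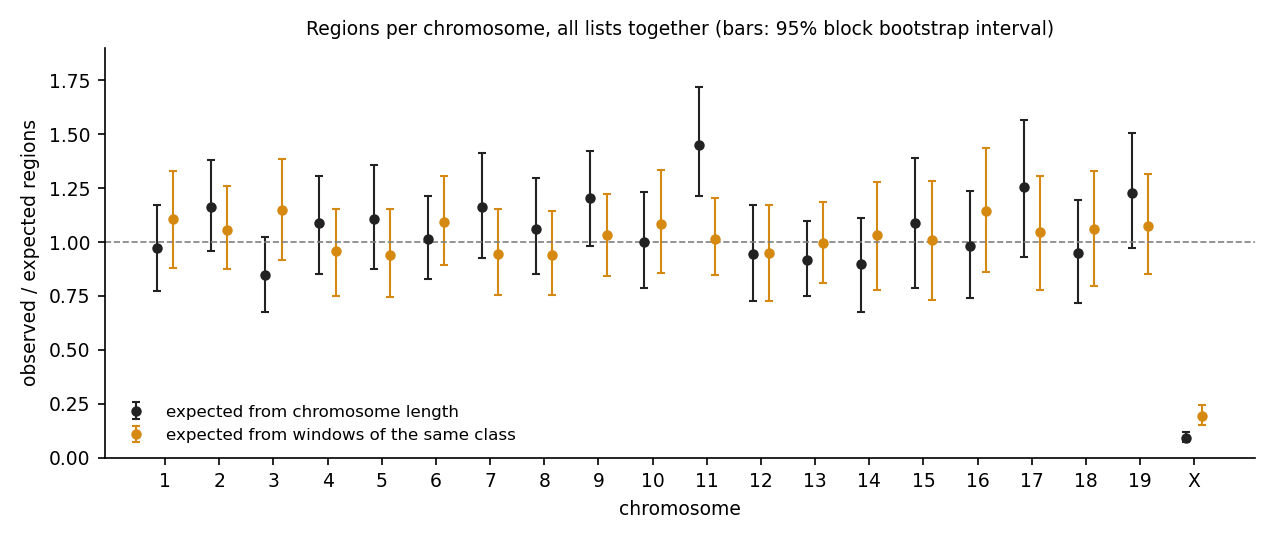
Ratio of observed to expected regions for each chromosome, all lists together, with the expectation taken from chromosome length (black) or from genome windows of the same GC, repeat and promoter class (orange); error bars are 95% block bootstrap intervals over blocks of 5 Mb, and the dashed line marks a ratio of 1. Chromosome 11 was at 1.45 by length and at 1.01 by class, and chromosome X was at 0.0933 and 0.194.

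The density of peaks per chromosome followed gene density in 2 of the 3 lists. Across the 19 autosomes, the number of young peaks per base pair correlated with the number of protein-coding genes per base pair with Pearson's r = 0.870 and Spearman's rho = 0.904 (100000 permutations, two-sided, p = 1e-05 for both, the smallest they can give; 1.43e-05 after Benjamini-Hochberg adjustment over the 10 coefficients computed). The values were r = 0.850 and rho = 0.874 in the rejuvenated list, with the same raw and adjusted p-values. In the aged list they were r = 0.171 (permutation p = 0.484, adjusted p = 0.522) and rho = 0.156 (permutation p = 0.522, adjusted p = 0.522). Without chromosomes 7 and 11, which lay farthest from the median gene density, r was 0.855, 0.892 and 0.224 in the young, rejuvenated and aged lists. The difference between the lists in this correlation was not tested, and chromosomes are not replicates.

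The same test was applied to the 15337 regions with a young and a rejuvenated peak and no aged peak. Chromosome 11 held 1142 of them, and its ratio to the expectation by length was 1.61 (95% block bootstrap interval 1.25 to 2.00). The ratio was 1.33 with annotated gene number as the expectation, 0.988 with protein-coding gene number and 1.00 with windows of the same class. By length it rose to 1.84 with peaks wider than the smallest width and to 1.93 with equal numbers of leading peaks. To separate absence from the aged list from the distribution of all such regions, the share without an aged peak was compared between chromosomes. The comparison covered the 16623 regions with a young and a rejuvenated peak. On chromosome 11, 1142 of 1245 regions (91.7%; Wilson 95% confidence interval 90.1 to 93.1%) had no aged peak, against 92.3% on the other chromosomes (odds ratio 0.924; Fisher's exact test, two-sided, p = 0.473, adjusted p = 0.973 over 20 chromosomes). Chromosome 11 ranked 15 of 20 by this share. No chromosome passed an adjusted p-value of 0.05, and 1 had an unadjusted p-value under 0.05, namely chromosome 14 with 89.3% (Fisher's exact test, p = 0.00739, adjusted p = 0.148). A circular shift of the aged-peak labels along the ordered regions, which keeps neighbours together, gave a permutation p = 0.707 for chromosome 11. Most regions lacked an aged peak on every chromosome, with autosomes from 89.3% on chromosome 14 to 93.6% on chromosome 2. A change in signal at few sites of a single chromosome would not show in such a share.

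Peaks were annotated by the position of their centre relative to GENCODE genes. Introns held 52.3% of young, 54.4% of aged and 53.4% of rejuvenated peaks, and intergenic sequence held 32.1%, 38.3% and 36.1%. Promoters, taken from 1000 bp upstream to 100 bp downstream of a transcription start, held 4.71% of young peaks (Wilson 95% confidence interval 4.54 to 4.89%), 2.93% of aged peaks (2.63 to 3.27%) and 3.88% of rejuvenated peaks (3.73 to 4.03%). Of all genome windows, 2.56% were in promoters. The promoter odds were 1.64 times higher in the young than in the aged list (Fisher's exact test, two-sided, adjusted p = 2.2e-17 over 12 tests), 1.34 times higher in the rejuvenated than in the aged list (adjusted p = 1.4e-06) and 1.23 times higher in the young than in the rejuvenated list (adjusted p = 8.7e-13). Exons held 10.9% of young, 4.35% of aged and 6.69% of rejuvenated peaks, the class with the largest odds ratio between the young and aged lists (2.69, Fisher's exact test, adjusted p = 9.9e-114). Of the 12 tests, the share of introns in the rejuvenated against the aged list alone had an adjusted p-value above 0.05 (0.0595). With any overlap of the peak with the promoter window in place of the centre, the promoter shares rose to 8.41%, 4.25% and 6.25%. The odds ratio of young against aged moved most with equal numbers of leading peaks, to 2.50.

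The genes reported by name had been fixed before the data were examined. They were Hoxb4, Mllt6 and Actb, which the study named with an H4K16ac peak, and Lmna and Cdc42, which encode LaminA/C and the target of CASIN. Within the gene body and 5000 bp on either side, no aged peak was found at any of these 5 genes, and each had at least 1 young and 1 rejuvenated peak. The window around 20.4% of all 21755 protein-coding genes held an aged peak, against 62.0% for young and 62.8% for rejuvenated peaks. Among 10000 random sets of 5 protein-coding genes of similar length, 42.4% likewise had no gene with an aged peak, and in 2.13% all 5 genes had both a young and a rejuvenated peak. These shares rest on the reported genes alone and would change with the other genes of the rule. The 3 genes that the study named with a peak had been chosen on the same lists or libraries, so their values are not independent of that choice.

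At Mllt6 (chromosome 11, 97663414 to 97685463, plus strand), 6 young and 5 rejuvenated peaks were present. The young peak from 97663324 to 97663963 and the rejuvenated peak from 97663282 to 97663945 overlapped at the promoter, and a second overlapping pair lay past the 3′ end of the gene. The widest young peak, of 3144 bp (97675877 to 97679020), was intronic and overlapped no rejuvenated peak. At Hoxb4 (chromosome 11, 96318267 to 96321638, plus strand), a young peak of 634 bp lay over an exon (96318794 to 96319427), whereas the 2 rejuvenated peaks lay outside the gene body (96314773 to 96315527 and 96324357 to 96324857) and overlapped no young peak.

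At Actb (chromosome 5, 142903115 to 142906754, minus strand), a young peak of 760 bp and a rejuvenated peak of 689 bp overlapped near the transcription start, with centres 264 bp and 166 bp downstream of it. Lmna (chromosome 3, 88480147 to 88509956, minus strand) had overlapping young and rejuvenated peaks over an exon (88502700 to 88503200 and 88502544 to 88503183). Cdc42 (chromosome 4, 137319696 to 137357720, minus strand) had an intronic young peak 498 bp downstream of the start, and its 2 rejuvenated peaks lay outside the gene body. Young and rejuvenated peaks therefore overlapped each other at Mllt6, Actb and Lmna, but not at Hoxb4 or Cdc42. When the window was limited to the gene body, no rejuvenated peak remained at Hoxb4 or Cdc42.

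**Figure D4:**
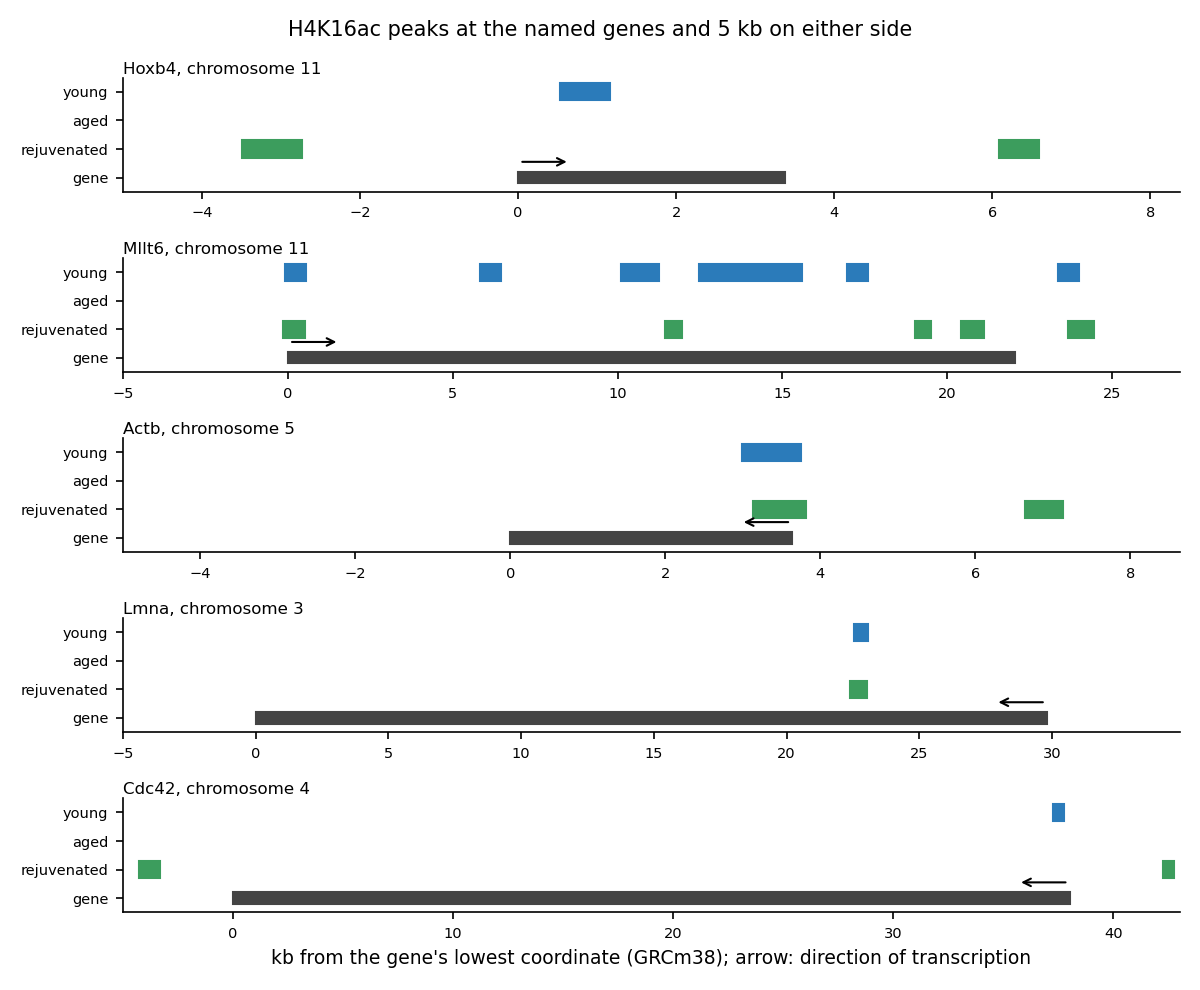
Positions of young (blue), aged (red) and rejuvenated (green) H4K16ac peaks at the 5 genes fixed before the data were examined, in kb from the lowest coordinate of each gene, with the gene body as a dark bar and an arrow for the direction of transcription. No aged peak fell within 5000 bp of any of the 5 genes, and young and rejuvenated peaks overlapped at Mllt6, Actb and Lmna.

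The 3 widest peaks of each list were examined in place of the highest-scoring ones, each with the protein-coding gene that it overlapped or that lay nearest. The widest young peak (chromosome 17, 34058151 to 34064250) was 6100 bp long, was centred in an intron of Col11a2, and overlapped 2 rejuvenated peaks and no aged peak. The next young peaks were 5270 bp across parts of Podnl1 and Cc2d1a with an intergenic centre (chromosome 8, 84130146 to 84135415), with no partner in either other list, and 5126 bp at Lmnb2 (chromosome 10, 80901485 to 80906610), with 1 rejuvenated and no aged peak. The 3 widest aged peaks each overlapped a young peak. They lay in an intron of Fgd5 (chromosome 6, 91980572 to 91982927, 2356 bp), 51491 bp from Lmo2 (chromosome 2, 103904181 to 103906495, 2315 bp) and 143241 bp from Haao (chromosome 17, 83991204 to 83993157, 1954 bp). A rejuvenated peak was also present at the first and the last of these sites. The widest rejuvenated peak, in an intron where Gse1 and Gm20388 are both annotated (chromosome 8, 120386410 to 120394066, 7657 bp), overlapped 3 young and 2 aged peaks. It was followed by a peak centred in an annotated promoter 105129 bp from Haao (chromosome 17, 83953092 to 83959276, 6185 bp), which overlapped 3 young peaks and 1 aged peak, and by a peak in an intron of Tie1 (chromosome 4, 118481652 to 118486837, 5186 bp), which overlapped 3 young and no aged peaks.

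Among the 15337 regions with a young and a rejuvenated peak and no aged peak, the 5 with the widest young peak lay at Col11a2 (chromosome 17, 34057606 to 34064250), Lmnb2 (chromosome 10, 80901485 to 80906610), Apc2 (chromosome 10, 80312140 to 80317123), Kif26a (chromosome 12, 112172646 to 112177559) and Zfhx2 (chromosome 14, 55063378 to 55068142). None of the 5 was on chromosome 11. The young width ranged from 4765 bp at Zfhx2 to 6100 bp at Col11a2. The widest rejuvenated peak in the same regions measured 4518 bp at Col11a2, 2556 bp at Lmnb2, 887 bp at Apc2, 501 bp at Kif26a and 793 bp at Zfhx2.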

Values the study reported

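The study reported 34,019 unique peaks for H4K16ac over all its samples, and described them as assigned mainly to chromosomes 2, 7 and 11. Of these peaks, 2.6% were placed at transcription start sites and 6.6% in promoters. A comparison of young with aged HSCs gave 1358 peaks with different enrichment, and the comparison of CASIN-treated with aged HSCs gave 1135. The study found 211 peaks in both sets, of which 118 had gained the mark in young as well as in CASIN-treated cells. It described the ChIP-seq signal as lower in aged than in young HSCs. After CASIN the signal was restored only to a very small degree, at transcription start sites and elsewhere.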

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

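No paired analysis was possible because each group had 1 peak list, and for the same reason no replicate was left out. Alternatives that had been set beforehand on the score (peaks at or above the pooled median score, equal numbers of highest-scoring peaks, and the score correlation with its variants) were not run, since the score was 1 throughout. The restriction to wider peaks, equal numbers of leading peaks, the expectations from protein-coding genes and from window classes, and all comparisons of width were chosen after seeing the data.

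All 6 overlaps between lists stayed above every circular shift under each of the 4 alternatives run, at 7.59 to 22.2 times the shifted mean. The larger share of aged peaks with a rejuvenated than with a young peak held under the 3 alternatives run, with 66.2% to 73.4% of singly shared peaks in the rejuvenated list. The 3 promoter odds ratios stayed above 1 and past the threshold under the 4 alternatives run. Chromosome X stayed below its expectation under the 5 alternatives run, from 0.0522 with wider peaks to 0.194 with windows of the same class.

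With peaks wider than the smallest width, the lists shrank by construction to 20229 young, 1611 aged and 21623 rejuvenated peaks, which covered 17.4, 1.15 and 18.1 Mb, and regions with a young and a rejuvenated but no aged peak fell to 4846. With equal numbers of leading peaks these regions fell to 1784, the median width rose to 893 bp in the young and 862 bp in the rejuvenated list, and rho of the widths changed to 0.0125 for young and aged and to 0.356 for young and rejuvenated. Pearson's r of the log2 widths was 0.305 for young and rejuvenated. With an overlap of at least 50% of the shorter peak, the difference in the share of wider peaks rose to 17.9 points in the young and 26.3 points in the rejuvenated list. The cause of these changes in width was not tested.

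The chromosome ratios depended on the expectation. With annotated gene number, chromosome 7 fell below 1, to 0.732, while chromosome 11 stayed above 1 at 1.20. With protein-coding gene number, chromosomes 2, 7 and 11 fell to 0.948, 0.689 and 0.893, and chromosome 11 fell to 0.988 among regions with a young and a rejuvenated but no aged peak. With windows of the same class, chromosome 7 fell to 0.946, and chromosome 11 was at 1.01 for all regions and 1.00 for those without an aged peak. Among these values below 1, the block interval excluded 1 for chromosome 7 with both gene numbers alone, so the others are no departure in the opposite direction. Protein-coding genes and GC-rich windows are more frequent on these chromosomes than their length predicts, which raises the expectation by construction. With length as the expectation, other settings kept chromosome 11 above 1. For all regions its ratio was 1.62 with wider peaks, 1.52 by covered base pairs and 1.37 on autosomes only. For regions with a young and a rejuvenated but no aged peak it was between 1.62 and 1.93, highest with equal numbers of leading peaks. The odds ratio of chromosome 11 for the lack of an aged peak went from 0.924 to 1.03 with wider peaks, and was not past the threshold in either case.

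The unknown depth limits every statement on absence from the aged list. Among the peak counts at named genes and the promoter shares, 21 further values changed and 21 did not.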

Other observations

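The tests of whether the aged list kept the strongest sites and of how near unshared aged peaks lay to other peaks, and the settings with equal numbers of leading peaks, wider peaks or windows of the same class, were chosen only after the result was seen. The same holds for the count of promoters on chromosome X, and the reading of 3 tests was changed after their values were seen, as stated with each.

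The aged list was short. Of its 10611 peaks, 62.2% overlapped neither a young nor a rejuvenated peak. A lower depth or a stricter threshold that kept only the strongest sites would leave peaks that the other lists share at least as often as they share each other's. On the 500 bp around the centre, 19.9% of aged peaks were overlapped by a young peak, against 24.3% of rejuvenated peaks. Relative to windows of the same class the order was the other way, with 4.55 times the expectation for aged peaks and 3.72 times for rejuvenated peaks. With equal numbers of leading peaks it turned again, with 5.07 (4.68 to 5.48) for aged and 7.49 (7.20 to 7.79) for rejuvenated peaks. Of the first 10611 young peaks in file order, 47.5% overlapped a rejuvenated peak, against 28.8% of aged peaks (Fisher's exact test, two-sided, p = 7.6e-175), but those young peaks were also wider. An aged peak overlapped 5.62% of them, and 1 of the first 10611 rejuvenated peaks overlapped 19.7%. The test was first read as going against this explanation. With the rejuvenated list as partner, the class-matched ratios went with it, at 5.84 for aged against 3.82 for young peaks, and at 8.60 against 7.53 with equal numbers. The comparisons thus point both ways, several rest on file order as a rank, which is not stated, and calls at a lower depth are also noisier. Loss of weak sites and other causes therefore cannot be told apart here. Unequal amplification and a difference with age stay open as well for the length of the list and were not tested here. The study reported a lower H4K16ac level in aged HSCs by flow cytometry, and a lower ChIP-seq signal. Both go with a difference with age, but how much of the short list it accounts for is not known.

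The aged peaks found in no other list had a mean GC content of 44.6% (standard error 0.0589), between the 41.8% of genome windows and the 47.8% of aged peaks that were shared. Repeats made up 22.8% of their sequence, against 34.3% of windows. Their promoter share was 2.47% (Wilson 95% confidence interval 2.12 to 2.87%) and did not differ from the 2.56% of windows. The test was first set to need both GC content and promoter share, which left it undecided, and was afterwards read on GC content alone. GC content argues against positions drawn evenly from the genome, though amplification and mapping also act on GC content. A young or rejuvenated peak lay within 1000 bp of 997 of these 6601 peaks (15.1%), against 10.6% for windows of the same class, a ratio of 1.42 (95% block bootstrap interval 1.33 to 1.5). This argues against the whole set being background placed by GC content, repeats and promoters. A part of the set may still be such background, and its size was not measured.

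The overlap between lists could come from features that attract peaks in any library. Against windows of the same GC, repeat and promoter class, the lowest ratio of observed to expected overlap was 3.72 (95% block bootstrap interval 3.66 to 3.79), for rejuvenated peaks with a young peak. Sequence class alone was therefore too small a cause. Other features common to the libraries, such as mappability or open chromatin that is enriched in any immunoprecipitation, were not tested.

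Aged peaks were found more often in the rejuvenated than in the young list. The rejuvenated list is longer, yet with equal numbers of leading peaks it still held 68.6% of the singly shared aged peaks (Wilson 95% confidence interval 65.8 to 71.3%). Sequence class did not account for it either. The overlap of aged peaks was 5.84 times the class-matched expectation with the rejuvenated list (95% block bootstrap interval 5.66 to 6.03) and 4.55 times with the young list (4.39 to 4.72). With equal numbers of leading peaks these ratios were 8.60 (8.04 to 9.12) and 5.07 (4.68 to 5.48). In the other direction, rejuvenated peaks with an aged peak were at 11.3 times and young peaks with an aged peak at 7.04 times. Between the young and rejuvenated lists, the ratios with equal numbers were 7.53 and 7.49, below those of the aged and rejuvenated lists. Against circular shifts at equal numbers the order was the opposite, at 21.7 and 21.5 times for the young and rejuvenated lists and 14.5 and 14.4 times for the aged and rejuvenated lists. The raw share was also higher, with 19.7% of young against 9.41% of aged peaks in the rejuvenated list. Which pair of lists was closest thus depended on the reference. For the larger share of aged peaks in the rejuvenated than in the young list, a shared age of the mice is 1 possible explanation, and a shared batch or preparation is another. Neither was tested.

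Chromosome 11 held 1.45 times the regions that its length predicts. With windows of the same GC, repeat and promoter class as the expectation, the ratio was 1.01 (95% block bootstrap interval 0.846 to 1.20). The excess is thus consistent with the sequence and promoter content of chromosome 11. Absence of an aged peak was no more frequent there, with 91.7% of regions against 92.3% elsewhere. Because the aged list is short, most regions lacked an aged peak on every chromosome. A change in signal at few sites of chromosome 11 would not show in this share. In the aged list the interval of the class-matched ratio lay above 1 on chromosome 3 (1.31, 1.06 to 1.56) and below 1 on chromosome 5 (0.844, 0.724 to 0.965), which was so in neither the young nor the rejuvenated list.

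Chromosome X was nearly empty in all 3 lists, with 268 young, 54 aged and 403 rejuvenated peaks. Its ratio to the expectation was 0.0933 by length and 0.194 by windows of the same class (95% block bootstrap interval 0.151 to 0.244), so that GC content, repeats and promoters account for a part of the deficit at most. Within 1000 bp of a transcription start, 18.8% of autosomal protein-coding genes had a young peak, against 3.38% on chromosome X. The shares were 14.9% and 2.11% for rejuvenated peaks, and 1.32% and 0 of 948 genes (Wilson upper bound 0.404%) for aged peaks. A lower signal on X close to the calling threshold would raise the share of X among the wider peaks, a prediction written before this share was computed but after the widths had been seen. That share was lower, with 0.318% of wider peaks on X against 0.645% of peaks of the smallest width, a ratio of 0.492 (Fisher's exact test, two-sided, p = 1.4e-15). By the same exact test the lists went different ways, with 0.422 in the young (p = 2.8e-09), 0.475 in the rejuvenated (p = 5.6e-10) and 1.77 in the aged list (p = 0.0842). The value goes against the prediction as written. The test was afterwards judged not to decide, because width may itself fall with signal. The lists hold no signal value to check this, so a lower signal and other causes cannot be told apart here. The methods of the study give female mice unless stated otherwise, so the inactive X stays open, as does how reads on X were mapped or filtered. No biological explanation was tested.

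The position of a peak in the file carried information that the score did not. From the first to the last of 10 equal parts of each list in file order, the share with a partner fell from 54.1% to 21.2% for young peaks in the rejuvenated list, from 47.5% to 17.6% for rejuvenated peaks in the young list and from 43.6% to 27.3% for aged peaks in the rejuvenated list. The fall was not steady in every direction. Aged peaks in the rejuvenated list were already at 27.8% in part 3, and were at 23.4% in part 9 before the last part. Aged peaks in the young list went from 28.1% to 17.0% in part 9 and 21.3% in part 10. Young peaks in the aged list went from 6.18% to 2.63% in part 6 and 3.53% in part 10. Rejuvenated peaks in the aged list went from 11.2% to 2.94% in part 7 and 3.27% in part 10. What set the file order was not stated, and width fell along it too.

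The number of regions here was 113615. That is higher than the number of unique peaks quoted from the study above. The promoter share of these regions was 4.00%. That is lower than the promoter share quoted from the study above. The study gave transcription start sites apart from promoters and used another set of peaks, whereas the promoter window here spans the start. The shares are therefore not of like classes. A centre within 1000 bp on either side of a start gave 10.2% of young, 5.45% of aged and 7.56% of rejuvenated peaks. For the merged regions this wider definition was not computed. Regions with a young and a rejuvenated peak and no aged peak numbered 15337. That is higher than the number of sites quoted above as gained in both young and treated cells, which rests on differential enrichment and not on the presence of a peak.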
